A study of Mus musculus with 47 samples. Its data were reported in "Role of PRC2 in the stochastic expression of Aire target genes and development of mimetic cells in the thymus" (2025).

How the data were processed

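RNA was measured by sequencing in sorted medullary thymic epithelial cells of mice, at high (mTEChi) or low (mTEClo) MHC class II. The study contains 47 libraries in 2 tables of gene counts, 1 with 23 adult libraries (WT and AireKO) and 1 with 24 neonatal libraries (Ctrl, EEDcKO, AireKO and AireEEDdKO). The values are whole read counts per Ensembl gene that the authors deposited without normalization. According to the study's methods, the authors made these counts from full-length RamDA-type libraries by trimming reads with fastp, mapping them to the mm10 mouse genome with STAR and an Ensembl annotation, dropping low mapping qualities with SAMtools, removing duplicates with Picard and counting with htseq-count regardless of strand. The release of the annotation is not stated. Removal of duplicates without molecular identifiers can flatten abundant genes. Counting without strand drops or mixes reads where genes overlap, so antisense and overlapping genes are uncertain. The authors' normalized tables were not used here.

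Each library was assigned to its group by the titles in the labels, and every column of both tables matched 1 library. The adult table lists 53402 genes, 42889 of them with a count, and the neonatal table lists 55471 genes, 44971 of them with a count. A symbol was found for 100.0% of adult and 99.6% of neonatal identifiers. No entry lacked a gene, so total counts are sums over all genes. Library sizes used for scaling and CPM are sums over the genes kept by the filter on low counts. Gene coordinates, types and symbols came from the GENCODE annotation of GRCm38, the assembly called mm10. Total counts ran from 1602125 to 3938588 per adult library and from 1578579 to 4817418 per neonatal library. A library with 0 counts of a feature can hide up to 3 counts, the 95% limit used as the floor. These limits cover counting error only, since reads are not independent molecules.

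Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Within each table, genes passed edgeR's filterByExpr, libraries were scaled by trimmed mean of M values (TMM), and a quasi-likelihood model was fitted over all groups of the table, so that the groups shared an estimate of the spread. Contrasts of group means were tested with the quasi-likelihood F-test and adjusted over all tested genes by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Common dispersion was 0.0210 in the adult and 0.0392 in the neonatal table, which correspond to biological coefficients of variation of 14.5% and 19.8%. TMM factors lay between 0.907 and 1.05 in the adult table and between 0.869 and 1.08 in the neonatal table. The adult and the neonatal tables were fitted apart and are compared only through fold changes. Fold changes use edgeR's prior count of 0.125. CPM, counts scaled to a common library total, use TMM-scaled library sizes. Errors beside group means are SD over libraries, and errors of log2 fold changes are SE. All directional tests are 2-sided.

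Gene sets were tested with fry, a rotation test that keeps the correlation between genes. The genes called lower in adult mTEChi AireKO against WT formed the adult Aire-induced set, read in 7 comparisons with Benjamini-Hochberg adjustment over those 7. Marker lists of 9 mimetic cell types (tuft, ciliated, microfold, endocrine, enterocyte, muscle, keratinocyte, ionocyte, goblet) were tested in 4 contrasts and adjusted over the 36 pairs. The Hox genes, a class that Polycomb proteins silence in many tissues, were adjusted over 3 contrasts that vary EED. Lists of thymocyte, mesenchyme, endothelium, myeloid and cTEC genes, of mature mTEC and mTEClo genes and of cell cycle genes served as checks of cell content, with no adjustment over lists. Lists, tests, groups and most alternatives were fixed before the data were examined. Correlations between fold changes run across genes, which are not independent replicates. Each pair of axes was set against 20 simulations of unchanged groups, which leave out true changes and deviations that real libraries have in common.

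Genes are named by a rule. Named are the targeted genes Aire and Eed with Ezh2, Ezh1, Suz12, Cdkn2a, Foxn1, Cd80, H2-Aa and Fezf2. For 4 contrasts, up to 3 of the largest rises and falls are named among called genes with a symbol, no overlap of the groups in CPM, a mean of at least 10 CPM in the higher group and a mean count above 3 in the lower group. For the Aire by EED interaction, the 3 smallest p-values in each direction are named, and for lists their genes. Other genes that appear were chosen after their values were seen, which holds for Med10, Dcn, Col1a2, Vim and Pdgfrb.

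The alternatives were RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library of a group, replicate number as a block, sex, age in weeks or age class as a term, male libraries only, only the groups compared, DESeq2 1.42.0, no minimum change, camera with an estimated correlation, genes with a mean count above 3 in each group, a 4-fold set, a prior count of 2, Spearman's rho, and leaving out each library in turn. Added after the data were seen were a term for libraries with or without mitochondrial counts, the same comparisons without the genes that separate those libraries or within 1 kind of library, a set taken from that fit, a term for libraries under 2000000 counts, and the replicate block within only the groups compared. For each comparison, up to 21 splits of the libraries into groups of the same size were refitted with a fixed seed. Computing time set that number, which was lowered after a larger draw had been seen.

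Replicates were compared before averaging. No pair of libraries was identical, and the lowest chi-square per degree of freedom between replicates was 1.23, in adult mTEChi WT replicates 1 and 2. Some replicates lay closer to each other than to the rest of their group. Adult mTEChi AireKO had 1.34 for replicates 1 and 2 and 1.28 for 3 and 4, against 4.00 to 6.39 between those pairs. Neonatal mTEChi Ctrl replicates 1 and 2 had 1.24, against 4.22 to 4.86 to the others. Fits without a block and the splits treat replicates as independent. The pairing of libraries comes from the replicate numbers in the labels. Numbers were taken as pairs where every same-numbered pair of the compared groups correlated above 0.1 in its deviations from the group means. That held only in adult AireKO mTEChi against mTEClo (4 pairs, correlations from 0.166 to 0.352) and in neonatal mTEChi AireEEDdKO against AireKO (3 pairs, from 0.216 to 0.313). Adult mTEClo AireKO against WT came next, with all 4 pairs above 0 and the lowest at 0.0864. In other comparisons the number is treated as a name. Neonatal mTEClo Ctrl replicates 1, 2 and 3 share age and sex with mTEChi Ctrl replicates 3, 4 and 5. Likewise, mTEClo EEDcKO replicates 1, 2 and 3 share them with mTEChi EEDcKO replicates 2, 3 and 1. Pairs under different numbers were not tested. Neonatal Ctrl maturation and the EED by maturation interaction were therefore fitted as unpaired.

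The model was tested on simulated data drawn from the real means and library sizes. In a simulated adult mTEChi AireKO comparison of 18127 genes, 174 of 194 changed genes were recovered (89.7%) with 1 false call. In the neonatal AireEEDdKO against AireKO comparison of 19203 genes, 122 of 194 were recovered (62.9%) with 1 false call. For the Aire by EED interaction, 99 of 190 were recovered (52.1%) with 4 false calls. In the simulated AireEEDdKO against AireKO comparison, fry found the changed set and passed 4 of 100 unchanged sets at an unadjusted p under 0.05. These sets were larger than the marker lists, and simulated genes varied independently of each other. The simulation therefore does not show how fry acts on short lists of genes that vary together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, with pandas 2.3.3 and numpy 2.4.6. The study's supplementary gene tables and its single-cell data were not used here.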

Results

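RNA sequencing measured the transcripts of medullary thymic epithelial cells (mTECs) sorted from C57BL/6 mouse thymus as CD45-negative, EpCAM-positive, Ly51-negative cells. The mTEChi fraction has high and the mTEClo fraction low surface MHC class II, and mTEChi holds the more mature cells. Aire is a transcriptional regulator through which mTECs express genes of other tissues, and AireKO mice lack it. EED is a core subunit of Polycomb repressive complex 2 (PRC2), which marks silenced chromatin. EEDcKO mice lost EED in thymic epithelium through Foxn1-Cre, and AireEEDdKO mice (Aire/EED-dKO in the figures) lacked both genes. The 23 adult libraries, from mice aged 4 to 6 weeks, were mTEChi WT (n = 7), mTEChi AireKO (n = 4), mTEClo WT (n = 8) and mTEClo AireKO (n = 4). The 24 neonatal libraries, from mice aged 1 to 6 days, were mTEChi Ctrl (n = 5), EEDcKO (n = 3), AireKO (n = 3) and AireEEDdKO (n = 3), and mTEClo Ctrl (n = 3), EEDcKO (n = 4) and AireEEDdKO (n = 3). Total counts had a median of 2998595 per adult library, with a range from 1602125 to 3938588. In the neonatal libraries the median was 3020965, with a range from 1578579 to 4817418. By group, adult totals ran from 1602125 to 3231079 in mTEChi WT, 2528049 to 3106026 in mTEChi AireKO, 1628778 to 3883437 in mTEClo WT and 1639231 to 3938588 in mTEClo AireKO. Neonatal mTEChi totals ran from 1676830 to 4025158 in Ctrl, 1578579 to 4346874 in EEDcKO, 1646162 to 3695066 in AireKO and 1914240 to 3133603 in AireEEDdKO. Neonatal mTEClo totals ran from 1805331 to 2886112 in Ctrl, 2774069 to 4650379 in EEDcKO and 3214743 to 4817418 in AireEEDdKO. Between 23409 and 32252 genes had a count in an adult library, and between 24490 and 34241 in a neonatal library. After the filter on low counts, 19310 adult and 20196 neonatal genes were tested.

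Adult AireKO libraries fell into 2 kinds that the labels do not name. All 4 mTEChi AireKO libraries and mTEClo AireKO replicates 3 and 4 had 0 counts over 37 mitochondrial genes, which allows a share of up to 0.000119%. The other 17 adult libraries had between 6178 and 10339 mitochondrial counts, and the 24 neonatal libraries between 6791 and 10410. Because every mTEChi AireKO library and no mTEChi WT library was of the kind without mitochondrial counts, genotype and library kind cannot be told apart within adult mTEChi. Values within 1 kind are given beside the pooled ones for mTEClo and for AireKO.

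**Figure D1:**
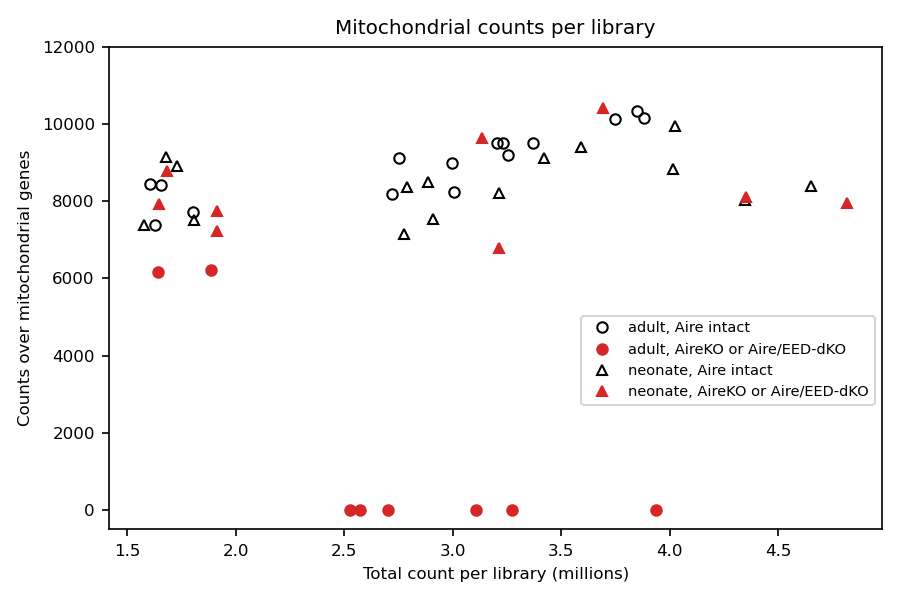
Sum of counts over 37 mitochondrial genes (vertical axis) against the total count (horizontal axis) for each library, with circles for adult and triangles for neonatal libraries and filled symbols for Aire-deficient mice. The 6 adult AireKO libraries at 0 stand apart from the other libraries, which lie between 6178 and 10410.

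The targeted genes were examined first. Aire (ENSMUSG00000000731, chromosome 10, 78030022 to 78043610, minus strand, GRCm38, protein coding) had 818 ± 56.0 CPM (SD, n = 7) in adult mTEChi WT and 29.3 ± 11.6 CPM (n = 4) in mTEChi AireKO. The log2 fold change was −4.81 (SE 0.38, adjusted p 5.3e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In adult mTEClo, Aire had 69.2 ± 33.4 CPM (n = 8) in WT and 2.74 ± 3.53 CPM (n = 4) in AireKO, a log2 fold change of −5.13 (edgeR adjusted p 1.8e-07). In neonatal mTEChi it had 619 ± 154 CPM (n = 5) in Ctrl, 821 ± 236 (n = 3) in EEDcKO, 70.6 ± 38.7 (n = 3) in AireKO and 21.6 ± 11.2 (n = 3) in AireEEDdKO. The difference between EEDcKO and Ctrl was within the replicate spread (log2 fold change 0.41, edgeR adjusted p 0.44). AireEEDdKO lay below AireKO (−1.76, edgeR adjusted p 0.028), a call that was lost in 3 of the 6 fits that each left out a library, with −1.25 without AireKO replicate 1. In neonatal mTEClo, Aire had 328 ± 4.27 CPM (n = 3) in Ctrl, 182 ± 112 (n = 4) in EEDcKO and 10.3 ± 6.49 (n = 3) in AireEEDdKO. Some reads of Aire remained in all but 1 of the libraries from Aire-deficient mice. Within each fraction and age, each of these libraries had less Aire than each library from Aire-sufficient mice. The counts do not separate transcripts of the deleted allele from intact ones.

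Eed (ENSMUSG00000030619, chromosome 7, 89954654 to 89980983, minus strand, protein coding) had 29.1 ± 7.93 CPM (n = 5) in neonatal mTEChi Ctrl and 14.8 ± 4.63 (n = 3) in EEDcKO, a log2 fold change of −1.001 (SE 0.22, edgeR adjusted p 0.0014). It had 39.5 ± 7.55 CPM (n = 3) in AireKO and 13.6 ± 3.02 (n = 3) in AireEEDdKO, a log2 fold change of −1.54 (SE 0.25, edgeR adjusted p 0.00014). In mTEClo it had 24.2 ± 1.43 CPM (n = 3) in Ctrl, 15.2 ± 1.12 (n = 4) in EEDcKO and 15.2 ± 0.257 (n = 3) in AireEEDdKO. The mTEClo change in EEDcKO was −0.67 (edgeR adjusted p 0.023), and −0.63 with an adjusted p above 0.05 without EEDcKO replicate 3. Eed transcripts were therefore reduced but not lost in each EED group. Among other PRC2 genes, Ezh2 (chromosome 6, 47530139 to 47595341) fell by 0.93 on the log2 scale in mTEChi EEDcKO (edgeR adjusted p 0.00012) and by 1.45 in AireEEDdKO against AireKO (edgeR adjusted p 5.7e-06). It did not pass the threshold in mTEClo EEDcKO (−0.23, edgeR adjusted p 0.29). Suz12 (chromosome 11, 79993106 to 80034123) changed by −0.55 in AireEEDdKO against AireKO (edgeR adjusted p 0.012), and the adjusted p rose above 0.05 in 3 of 6 fits that left out a library, with −0.48 without AireEEDdKO replicate 1. Ezh1 (chromosome 11, 101191115 to 101226463), Fezf2 (chromosome 14, 12342094 to 12348189) and H2-Aa (chromosome 17, 34282744 to 34287823) did not pass an adjusted p under 0.05 in mTEChi EEDcKO, with log2 fold changes of 0.05, 0.42 and −0.19. Cdkn2a (chromosome 4, 89274471 to 89294653) rose by 1.92 in mTEChi EEDcKO (edgeR adjusted p 0.00012) and by 3.43 in mTEClo EEDcKO (edgeR adjusted p 4.8e-06). Its rise of 1.29 in AireEEDdKO against AireKO (edgeR adjusted p 0.030) lost the call in 5 of 6 fits that left out a library and was 1.18 without AireKO replicate 1. Foxn1 (chromosome 11, 78357577 to 78386558) fell by 0.77 in mTEClo EEDcKO (edgeR adjusted p 0.0048) and was 0.64 higher in adult mTEChi AireKO (edgeR adjusted p 0.0030). Cd80 (chromosome 16, 38455561 to 38496335) fell by 1.52 in mTEClo EEDcKO (edgeR adjusted p 0.0030) and by 0.56 in adult mTEChi AireKO (edgeR adjusted p 0.0038). Cd80 was 1.04 higher in neonatal mTEChi AireKO (edgeR adjusted p 0.014), and 0.91 with an adjusted p above 0.05 without AireKO replicate 2.

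**Figure D2:**
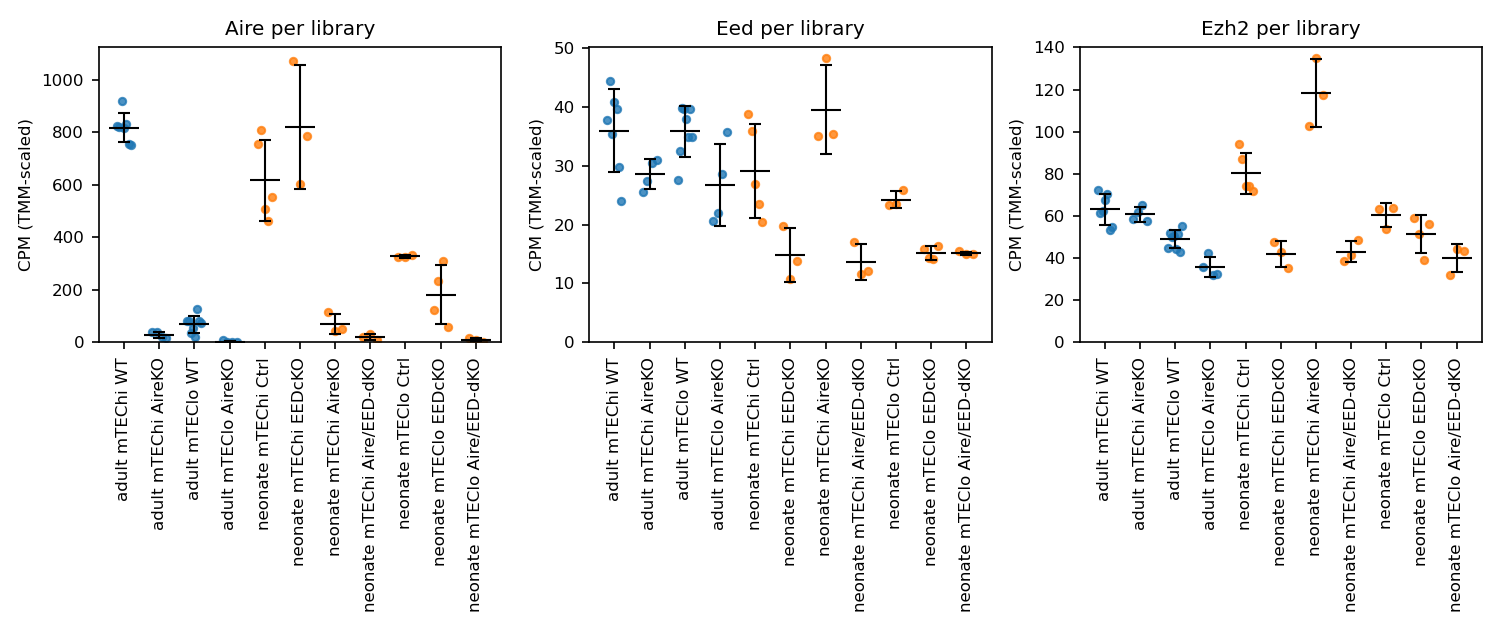
CPM of Aire, Eed and Ezh2 in each library by group, as points, with the group mean and SD as bars. Mean Eed lay at 29.1 CPM in neonatal mTEChi Ctrl and at 14.8 CPM in EEDcKO.

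Which genes depend on Aire was asked by comparing AireKO with WT. In adult mTEChi, edgeR's quasi-likelihood test called 4515 of 19310 genes, 1087 higher and 3428 lower in AireKO. Without a minimum change the count was 10679, and among the other alternatives the test without a filter on low counts moved it most, to 8046 genes. Library size alone as scaling shifted the median log2 fold change of all genes by −0.16, and the split was then 712 higher and 3888 lower. The median shift under RLE size factors did not pass 0.07 in any of 14 comparisons. Among genes chosen by the rule (1861 eligible), the largest rises were 4933427D14Rik (chromosome 11, 72153929 to 72207459, log2 fold change 4.11, SE 0.50, edgeR adjusted p 1.1e-07), Chtf8 (chromosome 8, 106883863 to 106893601, 4.07, SE 0.48, edgeR adjusted p 6.0e-08) and Ubxn6 (chromosome 17, 56067045 to 56075028, 3.65, SE 0.39, edgeR adjusted p 1.0e-08). All 3 also differ between the 2 kinds of library within mTEClo AireKO, so they are uncertain. Ubxn6 had 65.4 ± 3.67 CPM (n = 4) in mTEChi AireKO and 5.01 ± 1.70 (n = 7) in WT, and in mTEClo AireKO it had 10 and 18 counts in the libraries with mitochondrial counts. The largest falls were Xist (chromosome X, 103460366 to 103483254, long noncoding RNA, −8.18, SE 2.51, edgeR adjusted p 0.0071), Muc5ac (chromosome 7, 141788972 to 141819231, −6.85, SE 0.84, edgeR adjusted p 1.2e-07) and 5430419D17Rik (chromosome 7, 131174402 to 131306451, −5.92, SE 0.38, edgeR adjusted p 1.7e-12). Xist is expressed in females, and all adult AireKO mice were male. Among male mTEChi libraries alone it had 4.96 to 17.5 CPM in WT and 0.878 to 2.51 CPM in AireKO, so the fall does not follow sex alone. Muc5ac, a mucin gene, had 2.89 ± 1.23 CPM (n = 4) in AireKO and 328 ± 56.5 (n = 7) in WT.

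A term for the kind of library kept 523 of the 1087 genes called higher (48.1%) and 1840 of the 3428 called lower (53.7%). In that fit the term is estimated only within mTEClo AireKO, the group with both kinds, between replicates 1 and 2 and replicates 3 and 4. Replicates 1 and 2 came from mice aged 5 weeks, with 1883769 and 1639231 counts. Replicates 3 and 4 came from mice aged 6 weeks, with 3272356 and 3938588 counts. The term therefore cannot separate library kind from age or depth. Aire, with counts of 14, 5, 0 and 1 in replicates 1 to 4, moved from −4.81 to 0.14. There were 162 genes whose CPM in the 6 libraries without mitochondrial counts did not overlap those in the other 17 adult libraries and differed at least 2-fold on average. Leaving them out gave 4364 called genes, 1024 higher and 3340 lower. In adult mTEClo, 1602 genes were called, 853 higher and 749 lower in AireKO. Within the libraries with mitochondrial counts, which hold 2 of the AireKO libraries, the count was 1558, 771 higher and 787 lower. The term for the kind of library kept 463 of the 853 higher (54.3%) and 396 of the 749 lower genes (52.9%). Age in weeks as a term gave 1047 genes. Neonatal mTEChi AireKO against Ctrl gave 3311 genes, 718 higher and 2593 lower. With library size alone, the all-gene median there shifted by −0.21 and the split became 357 higher and 3084 lower. Of the 3233 genes called lower in adult mTEChi AireKO and tested in neonates, 1896 were also called lower there, against 409 expected from the sizes of the lists. For genes called higher the overlap was 286 of 964, against 33.7 expected. The adult and neonatal AireKO log2 fold changes correlated with r = 0.816 across genes.

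**Figure D3:**
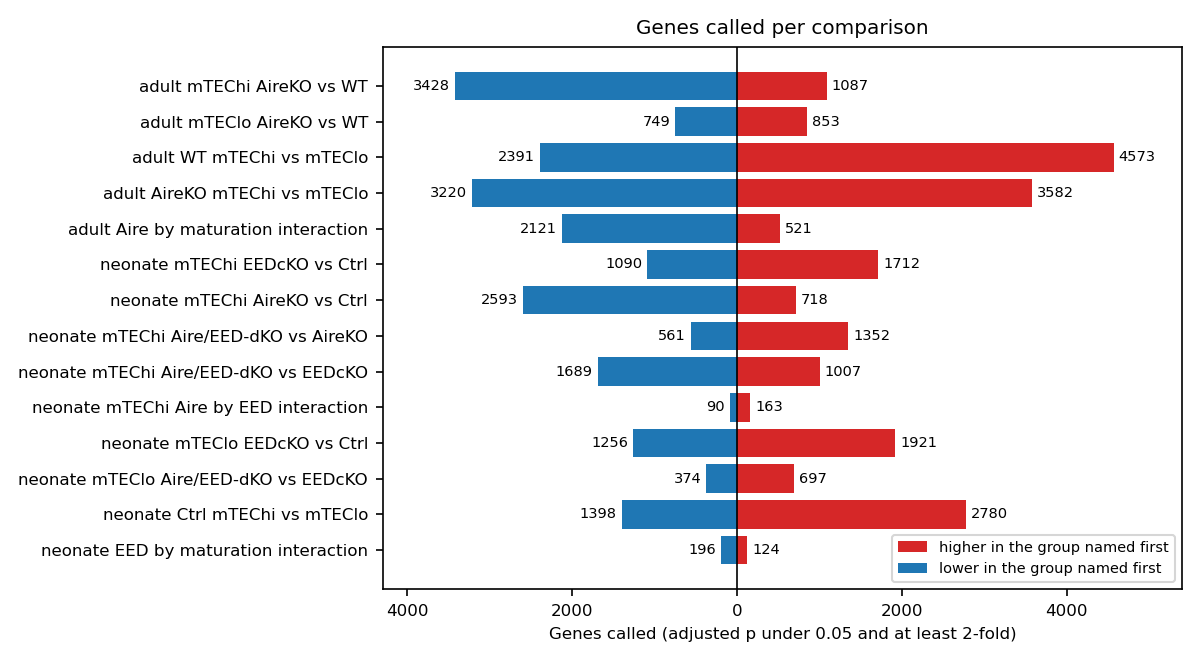
Number of genes called higher and lower (bars from 0) in each of the contrasts, at an adjusted p under 0.05 and a change of at least 2-fold. Adult mTEChi AireKO had 3428 lower and 1087 higher genes, and neonatal mTEChi EEDcKO had 1712 higher and 1090 lower genes.

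Maturation was read by comparing mTEChi with mTEClo. Adult WT gave 6964 genes, 4573 higher and 2391 lower in mTEChi. Adult AireKO gave 6802, 3582 higher and 3220 lower, and 6581 among the libraries without mitochondrial counts. Scaling by library size alone turned that split over, to 3231 higher and 3653 lower. Same-numbered AireKO libraries deviated together, and the replicate block gave 6744 genes, within 1.5 times of the count without it. The neonatal Ctrl comparison gave 4178 genes, 2780 higher and 1398 lower. In it H2-Aa (0.18, edgeR adjusted p 0.57) and Aire (0.91, edgeR adjusted p 0.076) did not pass. Their log2 fold changes in adult WT were 0.86 and 3.585, both with an edgeR adjusted p under 0.05. Cd80 (1.40, edgeR adjusted p 0.0031) and Fezf2 (1.27, edgeR adjusted p 0.0046) were higher in neonatal mTEChi. The fractions may therefore not differ in maturity to the same degree at both ages. Adult and neonatal maturation shared 2098 of 4316 higher genes (604 expected) and 798 of 2155 lower genes (145 expected), with r = 0.723 across genes. The Aire effect differed between mTEChi and mTEClo for 2642 adult genes, 521 with a higher and 2121 with a lower AireKO effect in mTEChi. With library size alone the split was 301 higher and 2542 lower.

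Which genes depend on PRC2 was asked by comparing EED-deficient cells with their controls. In neonatal mTEChi, EEDcKO differed from Ctrl in 2802 of 20196 genes, 1712 higher and 1090 lower. Without a minimum change the count was 6591, and among the other alternatives the test without a filter on low counts moved it most, to 3262 genes. Among 1637 eligible genes the largest rises were Zfhx4 (chromosome 3, 5218526 to 5415857, log2 fold change 4.13, SE 0.18, edgeR adjusted p 2.7e-13), Soga3 (chromosome 10, 29143839 to 29199630, 3.80, SE 0.39, edgeR adjusted p 6.3e-07) and Avp (chromosome 2, 130580620 to 130582554, 3.76, SE 0.73, edgeR adjusted p 0.00046). Zfhx4 had 84.6 ± 15.3 CPM (n = 3) in EEDcKO and 4.75 ± 1.77 (n = 5) in Ctrl. Avp varied widely, with 15.0 ± 15.9 CPM (n = 3) in EEDcKO. Among the largest falls were Adgrg7 (chromosome 16, 56724609 to 56795855, −3.97) and the pseudogene Gm15681 (chromosome 8, 99145386 to 99148089, −3.60), which is uncertain because a pseudogene can share reads with its parent gene. In neonatal mTEClo, EEDcKO differed from Ctrl in 3177 genes, 1921 higher and 1256 lower. The 2 largest rises among 1773 eligible genes were Zfhx4 (4.95, edgeR adjusted p 1.4e-13) and Ebf3 (chromosome 7, 137193673 to 137314445, 4.75). The largest falls were Cybb (chromosome X, 9435252 to 9487771, −4.31), Erv3 (chromosome 2, 131853678 to 131859747, −4.20) and Tmem169 (chromosome 1, 72284369 to 72303104, −4.16). The mTEChi and mTEClo calls shared 894 higher genes (163 expected) and 470 lower genes (67.8 expected), with r = 0.622 across genes. The EED effect differed between the fractions for 320 genes, 124 with a higher and 196 with a lower effect in mTEChi. That count fell to 178 without mTEClo Ctrl replicate 3 and to 200 without mTEClo Ctrl replicate 1.

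Loss of EED was also read in the absence of Aire. AireEEDdKO against AireKO in mTEChi gave 1913 genes, 1352 higher and 561 lower. In this comparison same-numbered libraries deviated together, and the replicate block gave 1843 genes. Among 1340 eligible genes the largest rises were Peg10 (chromosome 6, 4747306 to 4760517, 6.45, SE 0.98, edgeR adjusted p 7.7e-05), Actc1 (chromosome 2, 114047282 to 114053548, 5.23, SE 0.91, edgeR adjusted p 0.00032) and Meg3 (chromosome 12, 109541001 to 109571726, long noncoding RNA, 5.04, SE 0.38, edgeR adjusted p 1.1e-08). Meg3 had 363 ± 157 CPM (n = 3) in AireEEDdKO and 10.7 ± 5.28 (n = 3) in AireKO. The largest falls were Adgrg7 (−4.74), 2210407C18Rik (chromosome 11, 58608204 to 58616075, −4.50) and Lypd8 (chromosome 11, 58379043 to 58390728, −4.29). Of the 1712 genes higher in EEDcKO, 596 were also called higher in AireEEDdKO against AireKO (115 expected), and of the 1090 genes lower in EEDcKO, 224 were also called lower there (30.3 expected), with r = 0.471 across genes. AireEEDdKO against EEDcKO gave 2696 genes in mTEChi, 1007 higher and 1689 lower, and 1749 when only these groups were fitted. In mTEClo the same comparison gave 1071 genes, 697 higher and 374 lower. That count depended on which groups were fitted together and on single libraries, and which part of the smaller fit lowers it was not tested. It was 40 when only these groups were fitted, 376 without AireEEDdKO replicate 1, 539 without AireEEDdKO replicate 2, 705 without EEDcKO replicate 1 and 765 with the replicate block.

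The Aire effect with EED was compared directly with the Aire effect without EED. This interaction passed the threshold for 253 genes, 163 positive and 90 negative, and with library size alone the split was 177 and 53. Leaving out 1 library moved the count by over 1.5 times in 12 of 14 fits, from 43 without AireEEDdKO replicate 1 to 530 without EEDcKO replicate 1. The smallest p-values belonged to Ryr2 (chromosome 13, 11553102 to 12106945, 2.25, SE 0.28, edgeR adjusted p 0.00074), Mef2c (chromosome 13, 83504034 to 83667080, 2.67, edgeR adjusted p 0.0016) and Gstt3 (chromosome 10, 75774115 to 75781414, 1.68, edgeR adjusted p 0.0024). On the negative side they belonged to Notch1 (chromosome 2, 26457903 to 26516663, −1.33, edgeR adjusted p 0.0030), Usp18 (chromosome 6, 121245906 to 121270917, −1.36, edgeR adjusted p 0.0031) and Cenpa (chromosome 5, 30666777 to 30674830, −1.81, edgeR adjusted p 0.012). Cenpa was −1.61 with an adjusted p above 0.05 without AireKO replicate 3. Mef2c had 9.37 ± 1.41 CPM (n = 5) in Ctrl, 29.2 ± 6.996 (n = 3) in EEDcKO, 3.87 ± 2.77 (n = 3) in AireKO and 76.5 ± 13.5 (n = 3) in AireEEDdKO. Ryr2 had 77.5 ± 15.4 CPM (n = 5) in Ctrl, 54.0 ± 4.04 (n = 3) in EEDcKO, 17.7 ± 5.61 (n = 3) in AireKO and 57.9 ± 6.24 (n = 3) in AireEEDdKO.

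Whether Aire needs PRC2 to induce its targets was read in the adult Aire-induced set, the 3428 genes lower in adult mTEChi AireKO, of which 3233 were tested in neonates. In neonatal mTEChi AireKO against Ctrl the median log2 fold change of the set was −1.69, or −1.32 with genes at the floor held at their bound (fry adjusted p 3.2e-12). The fold change was negative for 2962 of 3233 genes, and 58.6% were called lower, against 4.11% of 16963 other genes. In AireEEDdKO against EEDcKO the median was −0.997, or −0.84 at the bound (fry adjusted p 7.2e-10), and 35.4% were called lower, against 3.22% of other genes. The fall on losing Aire was smaller without EED for 2355 of 3233 genes (72.8%), with a median difference of 0.58 (fry adjusted p 8.3e-05 for the interaction). Among the alternatives, a set of genes at least 4-fold lower moved these medians most, to −2.81, −1.79 and 0.88. In EEDcKO against Ctrl the median was −0.02 (fry adjusted p 0.70), with 12.4% of the set called higher and 11.4% called lower, and it changed sign between the fits that left out a library, from −0.10 without EEDcKO replicate 1 to 0.02 without EEDcKO replicate 2. In AireEEDdKO against AireKO the median was 0.59, or 0.42 at the bound (fry adjusted p 4.3e-06), with 17.4% of the set called higher, against 4.66% of other genes. In mTEClo EEDcKO against Ctrl the median was 0.01 (fry adjusted p 0.32), from −0.07 without Ctrl replicate 3 to 0.06 without EEDcKO replicate 4. Only the groups compared gave 0.22 there with an adjusted p under 0.05. In adult mTEClo AireKO against WT the median was −0.38, or −0.18 at the bound (fry adjusted p 2.2e-07), and it was −0.52 within the libraries with mitochondrial counts and −0.15 (fry adjusted p 0.033) for the set from the fit with library kind.

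**Figure D4:**
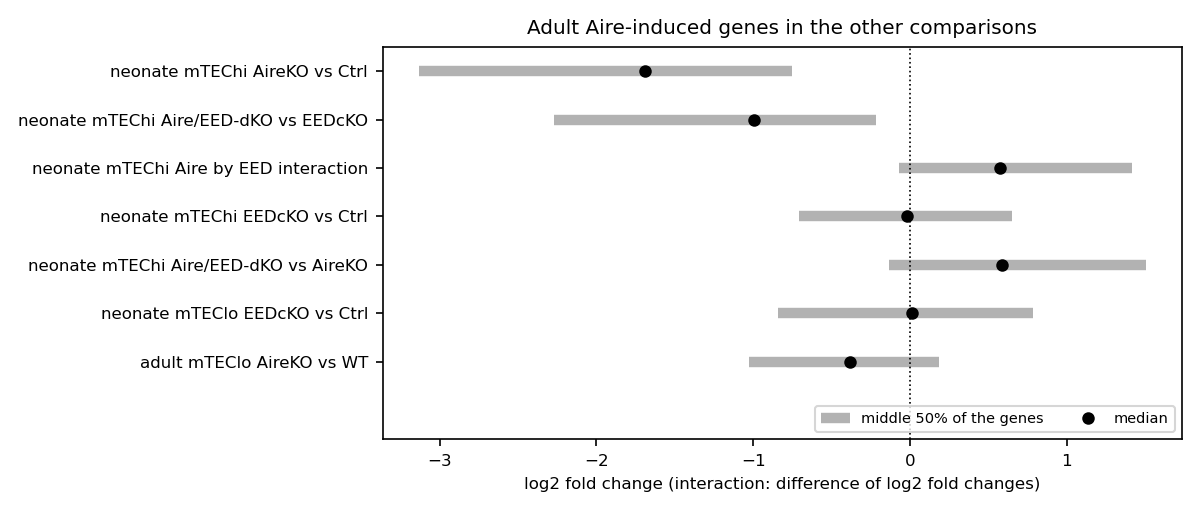
Median log2 fold change (point) and middle 50% (line) of the adult Aire-induced genes in 7 comparisons. The median was −1.69 for loss of Aire with EED, −0.997 for loss of Aire without EED and −0.02 for loss of EED in mTEChi.

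Fold changes were also related across genes. The Aire effect (Ctrl over AireKO) and the EED effect (AireEEDdKO over AireKO) in neonatal mTEChi gave r = 0.442 and Spearman's rho 0.442 over 20196 genes. Both axes share the AireKO libraries, and unchanged groups against those libraries gave a mean r of 0.575, from 0.548 to 0.602 in 20 simulations. The observed r lay below this range. The simulated groups hold no true changes, unlike the real ones, so the range is not a baseline for the observed r. Sharing libraries can give a positive r by itself, and how much it adds here was not measured. The observed r ranged from 0.347 without AireEEDdKO replicate 3 to 0.577 without AireKO replicate 3. With the Aire effect taken from adults, which share no library with the neonates, r was 0.252 (rho 0.174) over 18546 genes. With only these neonatal groups fitted it was 0.259, and regroupings of the same neonatal libraries reached 0.248 in size. Such regroupings keep a part of the EED difference, so their r is not a measure of chance alone. Within the adult Aire-induced genes r for the adult Aire effect was 0.0706, and within other genes 0.117. Adult AireKO maturation (mTEChi over mTEClo) and the EED effect gave r = −0.327 (rho −0.293), and regroupings reached 0.467 in size. It was −0.251 within the adult Aire-induced genes and −0.186 without AireEEDdKO replicate 3. Of 2998 genes lower in adult AireKO mTEChi than mTEClo, 651 were called higher in AireEEDdKO against AireKO, against 203 expected.

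Mimetic cells are mTECs that resemble cells of other organs. In 18 of 36 pairs of a marker list and a contrast the list moved with a fry adjusted p under 0.05, 5 upwards and 13 downwards. Under camera with an estimated correlation, which is stricter with few libraries, 0 pairs passed, so none of these calls holds there, and 3 pairs had an unadjusted p under 0.05. Among genes of the lists, 94 of 264 gene and contrast pairs were called over all genes tested and 101 adjusted over the list alone. In adult mTEChi AireKO, 8 lists were lower, with medians of −0.51 for tuft, −2.73 for ciliated, −0.42 for endocrine, −0.77 for enterocyte, −1.86 for muscle, −0.27 for keratinocyte, −2.23 for ionocyte and −1.98 for goblet. The keratinocyte list there had −0.13 and lost the call without AireKO replicate 2. The microfold list did not pass (0.29, fry adjusted p 0.34, and 0.18 without AireKO replicate 1), with 2 of its 7 genes called lower. The adult Aire-induced set holds 3 tuft, 6 ciliated, 2 microfold, 2 endocrine, 4 enterocyte, 4 muscle, 2 keratinocyte, 5 ionocyte and 4 goblet genes of these lists, so that contrast shares libraries with the set. In neonatal mTEChi EEDcKO, muscle genes rose (median 1.14, fry adjusted p 0.0044) and enterocyte genes fell (−1.003, fry adjusted p 0.0019). Keratinocyte genes had −0.91 with a fry adjusted p of 0.0501, which passed 0.05 without Ctrl replicate 2 (−0.86). Ciliated genes (−0.52) reached −0.92 and a call without EEDcKO replicate 1, and ionocyte genes (0.61) reached 0.88 and a call without EEDcKO replicate 2. Microfold genes (0.43) changed sign to −0.34 without EEDcKO replicate 3. Without that library ionocyte and goblet genes both had 0.28. Tuft (−0.55), endocrine (0.59) and goblet (0.61) genes did not pass, and tuft genes ranged from −0.87 without EEDcKO replicate 3 to −0.12 without EEDcKO replicate 2.

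In AireEEDdKO against AireKO, muscle genes rose by a median of 2.09 (fry adjusted p 9.7e-05), with 7 of 8 called. Endocrine genes rose (0.47, fry adjusted p 0.029), and the call was lost in 4 of 6 fits that left out a library, with 0.24 without AireEEDdKO replicate 2 and 0.95 without AireKO replicate 3. Enterocyte genes fell (−1.05, fry adjusted p 0.014) and lost the call without AireEEDdKO replicate 2, at −1.06. Keratinocyte genes fell (−1.24, fry adjusted p 0.0035). Ciliated (0.75), ionocyte (0.65) and goblet (0.57) genes did not pass, and neither did tuft (−0.40) and microfold (−0.06) genes, which changed sign to 0.33 and 0.04 without AireKO replicate 1. Tuft genes had −0.63 without AireKO replicate 3, and microfold genes −0.22 without AireEEDdKO replicate 2. Ciliated genes had 0.34 without AireEEDdKO replicate 3. Ionocyte genes ranged from 0.34 without AireEEDdKO replicate 2 to 1.03 without AireKO replicate 1, and goblet genes from 0.25 without AireKO replicate 2 to 0.86 without AireKO replicate 3. In neonatal mTEClo EEDcKO, goblet genes rose (1.75, fry adjusted p 0.0056, 4 of 6 called) and muscle genes rose (0.95, fry adjusted p 0.035). The muscle call was lost in 5 of 7 fits that left out a library, with 0.62 without EEDcKO replicate 4. Enterocyte (−1.23, fry adjusted p 0.0030) and keratinocyte (−0.76, fry adjusted p 0.016) genes fell, and the keratinocyte call was lost without EEDcKO replicate 1, at −0.53. Endocrine (0.59), ionocyte (0.60), tuft (−0.62), ciliated (−0.24) and microfold (−0.07) genes did not pass. Ionocyte genes had −0.06 without EEDcKO replicate 2. Ciliated genes had 0.05 without EEDcKO replicate 3 and a call at −0.64 without Ctrl replicate 1. Microfold genes had 0.25 without Ctrl replicate 1 and −0.35 without EEDcKO replicate 3, and tuft genes −1.20 without EEDcKO replicate 3.

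**Figure D5:**
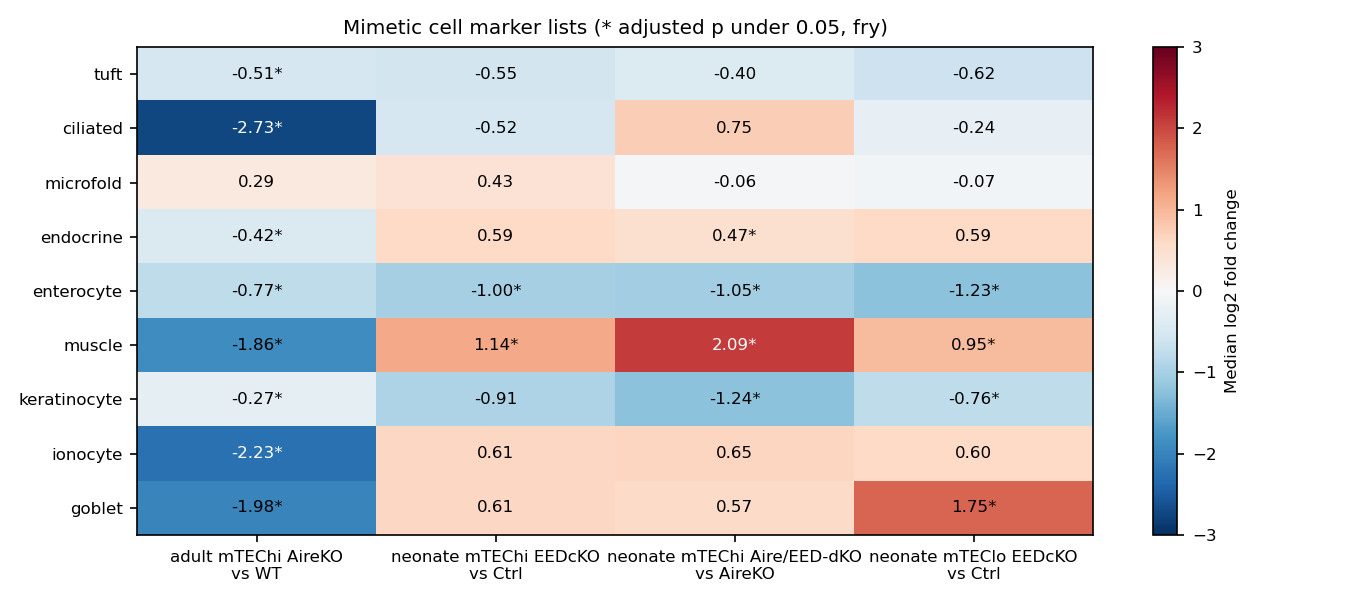
Median log2 fold change of 9 mimetic marker lists (rows of the map) in 4 contrasts (columns), with an asterisk for a fry adjusted p under 0.05. Muscle genes had −1.86 in adult mTEChi AireKO and 2.09 in neonatal AireEEDdKO against AireKO.

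Hox genes rose by a median of 0.73 in mTEChi EEDcKO (25 genes, fry adjusted p 0.016), with 4 called higher and 3 called lower. The replicate block gave 0.47 (fry adjusted p 0.056) and camera an adjusted p of 0.47, so this call holds under neither. In AireEEDdKO against AireKO they rose by 1.66 (fry adjusted p 3.1e-05, 6 called higher) and in mTEClo EEDcKO by 1.91 (fry adjusted p 6.0e-08, 15 called higher). Over the 3 contrasts, 28 of 75 gene and contrast pairs were called over all genes and 32 adjusted over the list alone. In adult mTEChi AireKO, 13 Hox genes were tested with a median of −0.82, and 4 of them belong to the adult Aire-induced set. Lists of other cells and stages gave these medians in adult mTEChi AireKO, mTEChi EEDcKO, AireEEDdKO against AireKO and mTEClo EEDcKO, in that order. Thymocyte genes had −1.57, −0.38, 0.09 and −0.45, and 5 of them are in the Aire-induced set. Mesenchyme genes had −1.87, 0.56, 2.02 and 3.01, and 5 are in the set. Endothelium genes had −0.39, −0.49, −0.15 and −0.40, and myeloid genes −0.64, −1.16, −0.15 and −0.49. Cortical epithelial (cTEC) genes had 0.41, −0.95, −0.38 and −2.37, with 7 of 7 called lower in mTEClo EEDcKO. Mature mTEC genes had 0.16, −0.12, −0.11 and −0.58, and mTEClo genes −0.09, 0.92, 0.36 and 0.51. Cell cycle genes had −1.04, −0.88, −2.05 and −1.0006, with 6 of 7 called lower in AireEEDdKO against AireKO.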

Values the study reported

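In its single-cell data on mature mTEChi clusters, the study reports 3,564 genes higher and 1,395 genes lower in mice lacking both Aire and EED than in mice lacking Aire alone. Its adult single-cell data gave 2,909 genes higher in Aire-expressing cells of WT mice than in their AireKO counterparts.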

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

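Of the tests in this part, those on depth, age, counts near the floor, Aire transcript in EEDcKO, the term for library kind and the shuffles that kept 1 factor in place were chosen after the result was seen. A total of 4 differences between effects drew attention, each by a test of the difference itself. No library stood apart by Dixon's criterion in any of 77 groups of values, where 3.85 would do so by chance. Only groups of at least 4 libraries were tested, which leaves out the neonatal groups of 3.

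The effect of AireKO differed between adult mTEChi and mTEClo for 2642 genes. Counting against another gene annotation in 6 AireKO libraries was weighed as a cause, and 84.3% of these genes were still called with a term for library kind, which argues against it for most of them. Counts near the floor are argued against for 971 of them, called among 13033 genes with a mean of at least 10 counts in each of the 4 groups. For the other 1671 this cannot be told apart, since that limit also drops genes that AireKO mTEChi lost. Full shuffles of the libraries over the 4 groups gave as many genes in 2 of 21 draws, the real one included, with up to 2938. Such shuffles also move the Aire effect and maturation into the interaction. Shuffles that kept 1 factor in place gave as many in 1 of 21 draws, with up to 2299 in the others. Here and below, such draws still move the effect of the shuffled factor into the interaction. They are therefore not a test of the interaction alone. A dependence of mTEClo on few Aire-expressing cells remains an open biological hypothesis and was not tested, and Aire itself lay at 69.2 CPM in mTEClo WT and 818 in mTEChi WT.

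The effect of Aire differed with and without EED for 253 genes in neonatal mTEChi. A term for depth gave 265 genes and age as a block 392, which argues against depth or age as the cause of the count. Full shuffles over the 4 groups gave as many genes in 3 of 21 draws, with up to 1163, and shuffles that kept 1 factor in place in 1 of 21, with up to 151 in the others. Both sets of draws used only these 4 groups, where the real count was 394. Since the count ran from 43 to 530 when single libraries were left out, the size of this group of genes stays uncertain, and its members may be a part of those that truly differ.

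The effect of EED differed between neonatal mTEChi and mTEClo for 320 genes. A term for depth gave 356 genes and age as a block 424, which argues against either as the cause. Full shuffles gave as many genes in 2 of 21 draws, with up to 1147, and shuffles that kept 1 factor in place in 1 of 21. In those draws only these 4 groups were fitted, where the real count was 313. A difference in the state of chromatin between the fractions could underlie these genes, and no table here tests it.

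The adult Aire-induced genes fell less on losing Aire when EED was also absent, with a median interaction of 0.58. The tables argue against several technical causes. The median was 0.60 with a term for depth, 0.42 over genes with a mean count above 3 in each group, 0.60 with age as a block and 0.56 after a trend with GC content and transcript length was removed, where other genes had −0.04. Aire transcript was not lower in EEDcKO mTEChi (log2 fold change 0.41). Flattening of abundant genes by removal of duplicates would act on the abundant part of the set, but the less abundant part had a median of 0.77 and the more abundant part 0.45. Chance arrangement of the libraries stays open. Full shuffles gave a median as far from 0 in 11 of 21 draws, which says little because they move the Aire effect itself. Shuffles that kept 1 factor in place gave one in 2 of 21 draws, with 0.66 against 0.61 for the real groups fitted alone. Those draws still move the EED effect. A lower need for Aire once PRC2 is lost is therefore 1 candidate explanation and remains a hypothesis, as does a change in the share of Aire-expressing cells, which bulk RNA cannot separate.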

How the results depend on the processing

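The term for library kind, the comparisons built on it, the depth term and the replicate block within only the groups compared were chosen after the data were seen. Over 26 main results and 24 settings, 38 of 303 values changed: 2 weaker, 3 stronger, 9 reversed and 24 moved. Of 1257 values of named genes and lists, 83 changed: 68 weaker, 9 stronger and 6 reversed. For fits that each left out a library, 24 of 291 main values changed and 80 of 1081 others (64 weaker, 5 stronger, 11 reversed). Except where stated, the cause of a change was not tested.

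Dropping the minimum change adds genes by construction. It gave 10679 genes for adult mTEChi AireKO, 4810 for adult mTEClo AireKO, 13613 for adult WT maturation, 11109 for adult AireKO maturation and 4883 for the Aire by maturation interaction. In neonates it gave 6591 for mTEChi EEDcKO, 5816 for AireKO, 3400 for AireEEDdKO against AireKO, 4544 for AireEEDdKO against EEDcKO, 6206 for mTEClo EEDcKO, 1619 for mTEClo AireEEDdKO against EEDcKO and 7547 for Ctrl maturation. Without a filter on low counts, adult mTEChi AireKO gave 8046 genes, adult WT maturation 13803, the Aire by EED interaction 455 and the EED by maturation interaction 566. DESeq2 gave 10672 genes for adult WT maturation and 385 for the Aire by EED interaction. Age in weeks gave 1047 genes for adult mTEClo AireKO, and age as a block 392 for the Aire by EED interaction. With only the groups compared, AireEEDdKO against EEDcKO gave 1749 genes in mTEChi and 40 in mTEClo, and the Aire by EED interaction gave 394.

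The adult Aire-induced set in mTEChi EEDcKO, near 0 throughout, changed sign to 0.048 with at least 10 counts in every library, 0.0095 with mean counts above 3 and 0.051 for the set from the fit with library kind. In mTEClo EEDcKO it changed sign to −0.030 without a filter on low counts, −0.030 with RLE factors, −0.014 with age as a block, −0.0074 with the replicate block, −0.0011 with the depth term and −0.10 for the 4-fold set. It passed an adjusted p under 0.05 with only the groups compared (0.22), mean counts above 3 (0.14) and the set from the fit with library kind (0.17). In mTEClo EEDcKO, microfold genes changed sign with age as a block (0.029). Tuft genes in AireEEDdKO against AireKO had 0.29 with only the groups compared, where fewer genes were tested, and 0.29 with the replicate block added. The term for library kind reversed Aire (0.14), Cd80 (0.58) and Chtf8 (−0.16) in adult mTEChi AireKO. It is estimated only within mTEClo AireKO, where Aire is near 0 and library kind goes with age and depth.

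The replicate block changed 2 of 26 main results, the set in mTEClo EEDcKO and the Hox genes (0.47, adjusted p 0.056), and weakened 8 of 119 others. It changed no other call. Within only the groups compared, the block left 26 values of named genes and lists the same, weakened 2 and reversed 1. Apart from the Hox genes, the calls weakened by either block are not named, so calls given above may be among them. Under camera the Hox genes had 0.73 with an adjusted p above 0.05, and 0 mimetic pairs passed (3 with an unadjusted p under 0.05).

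Leaving out single libraries gave ranges of 43 to 530 for the Aire by EED interaction over 14 fits, 376 to 1507 for mTEClo AireEEDdKO against EEDcKO over 7 and 178 to 421 for the EED by maturation interaction over 15. The set ran from −0.10 to 0.021 in mTEChi EEDcKO over 8 fits and from −0.074 to 0.062 in mTEClo EEDcKO over 7. The neonatal correlation of Aire and EED effects ran from 0.347 to 0.577 over 11 fits. The simulated range was made with all libraries, so it cannot be set against these fits. In mTEClo EEDcKO, ciliated genes ran from −0.64 to 0.051, ionocyte genes from −0.060 to 0.85 and microfold genes from −0.35 to 0.25. Microfold genes ran from −0.34 to 0.60 in mTEChi EEDcKO and from −0.22 to 0.037 in AireEEDdKO against AireKO, where tuft genes ran from −0.63 to 0.33.

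With only the groups compared, the keratinocyte list passed in mTEChi EEDcKO (−0.94, adjusted p 0.0080). In AireEEDdKO against AireKO, the ionocyte (0.54, adjusted p 0.028) and goblet (0.69, adjusted p 0.0080) lists passed, but with 2 genes each, against 6 each with all groups fitted. The endocrine list did not (0.54, adjusted p 0.21, 4 genes). In mTEClo EEDcKO the muscle (1.41) and keratinocyte (−0.97) lists lost their calls when adjusted over all 36 pairs, and goblet (adjusted p 0.047) and enterocyte (adjusted p 0.030) kept theirs. Adjusted over the 9 lists of that contrast, 0 passed (3 with an unadjusted p under 0.05). Other main results kept their direction and side of the threshold. Over the alternatives other than the minimum change, the counts ran from 2410 to 3262 for mTEChi EEDcKO, 2396 to 4036 for neonatal AireKO, 1644 to 2054 for AireEEDdKO against AireKO, 2348 to 3404 for mTEClo EEDcKO, 3729 to 4728 for Ctrl maturation, 5212 to 8506 for adult AireKO maturation and 2035 to 3337 for the Aire by maturation interaction. The set ran from −2.81 to −1.03 for loss of Aire with EED, −1.79 to −0.59 without EED, 0.42 to 0.88 for the interaction and 0.48 to 0.74 for AireEEDdKO against AireKO. The correlation of adult Aire and neonatal EED effects ran from 0.174 to 0.260 and that of adult maturation from −0.346 to −0.293. Depth limits genes with few counts, and in simulated data 62.9% of changed genes were recovered in AireEEDdKO against AireKO.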

Other observations

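Tests of Aire deletion, loss of mitochondrial RNA, adult sets in neonates, loss of epithelial transcripts, sex labels, saturation and library kind for the number of genes detected in this part were chosen after the result was seen, and how the mesenchymal test was read was settled after its values were known.

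All 4 adult mTEChi AireKO libraries and 2 of 4 mTEClo AireKO libraries had 0 mitochondrial counts. Aire deletion is not the cause, since another mTEClo AireKO library had 6178. Loss of mitochondrial RNA alone is argued against by 4 nuclear genes that were at 0 in 1 kind of library and at 10 or more counts in each library of the other kind, which none of 5 other choices of a mTEClo pair gave. Med10, for example, had 0 counts in all 6 and 106 to 282 in adult libraries from WT mice. Of 153 nuclear genes that separate the kinds, 69.3% overlap another gene, against 58.0% of 19148 others (Fisher's exact p 0.00504). Counting of these 6 libraries against another gene annotation is thus a candidate explanation, and the reads would be needed to test it. As a cause of the AireKO calls as a whole it is argued against by the neonatal libraries, all of which have mitochondrial counts. There, 91.6% of the genes called lower and 89.2% of those called higher moved the same way. Of the separated genes called lower, 57.0% did (49 of 86, exact binomial p 0.235), so those calls may come from counting. Of the separated genes called higher, 77.6% did (38 of 49, exact binomial p 0.000142).

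At equal depth, adult mTEChi AireKO libraries detected 23644 ± 391 genes (SD, n = 4) and WT libraries 28393 ± 390 (n = 7), a difference of −4749 (exact permutation p 0.00303 over 330 splits, the smallest they can give). Depth is therefore not the cause. Library kind as the whole cause is argued against by neonatal mTEChi, where all libraries have mitochondrial counts and AireKO detected fewer genes than Ctrl (a difference of −4409, 24700 ± 620, n = 3, against 29109 ± 424, n = 5, exact permutation p 0.0179 over 56 splits). Within adult mTEClo AireKO, libraries without mitochondrial counts, which came from older mice, detected 254 more genes than those with them (n = 2 each). A loss of Aire-dependent genes could give the same sign and remains a hypothesis.

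Mitochondrial counts barely grew with depth. Within groups their median slope was 0.23 in neonatal and 0.31 in adult libraries, against 1.12 and 1.09 for the less abundant nuclear genes. Saturation by removal of duplicates could cause this and cannot be told apart from other causes. The 100 most abundant nuclear genes had 0.94 and 0.88, which went against it. A test chosen afterwards on 13 nuclear genes with as many counts per base gave 0.41 in neonatal and 0.44 in adult libraries, between the mitochondrial and other genes.

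Genes of imprinted clusters rose without EED, with Meg3 and Peg10 among the largest rises. A list of 27 other imprinted genes, of which 11 belong to the adult Aire-induced set, was higher in 3 of the 3 EED contrasts, with medians of 0.61, 0.81 and 0.82. Of 10000 random lists of like abundance, 4, 0 and 0 were as high. A rise of imprinted genes as a class is in line with this test and remains a hypothesis, since shared cell changes were not tested.

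Mesenchymal genes rose by a median of 3.01 in mTEClo EEDcKO. A second list of 12 abundant mesenchymal genes, 7 of them in the adult Aire-induced set, rose by 0.96. Dcn went from 36.4 to 212 CPM and Col1a2 from 9.51 to 140, while Vim fell from 210 to 122 and Pdgfrb from 35.1 to 18.7. Mesenchymal cells in the libraries and derepression in epithelial cells cannot be told apart by these lists, because mTECs also express many of the genes. cTEC genes fell by 2.37 in the same libraries. A general loss of epithelial transcripts is not the likely cause of the whole fall, since mTEClo genes had 0.51 and mature mTEC genes −0.58, though Foxn1 fell as well (−0.77).

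Adult mTEClo WT replicates 1 and 2 are labelled female, but Xist lay at 15.5 CPM or less, against 1687 to 2015 in 5 other female libraries, and Y-linked genes at 346 CPM or more, inside the male range of 214 to 494. A mixture with male cells would leave more Xist, so male animals under a female label are the likely source. Neonatal libraries labelled as pooled sexes varied in Xist from 317 to 1946 CPM. Among them, mTEChi AireKO replicate 1 had 2.74 CPM of Y-linked genes beside 1946 of Xist, and mTEChi AireEEDdKO replicate 1 had 0 beside 1701, so Y-linked genes were nearly absent from both.

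Other splits of the libraries were refitted with only the compared groups. In 1 of 21 splits, the real one, as many genes were called for adult mTEChi AireKO, adult mTEClo AireKO, adult WT maturation, neonatal mTEChi EEDcKO, neonatal mTEChi AireKO, mTEClo EEDcKO, mTEClo AireEEDdKO against EEDcKO and neonatal Ctrl maturation. The largest count among the other splits was 374, for neonatal mTEChi AireKO. With smaller groups the splits are too few for a share under 0.05. There the real split alone gave as many genes, in 1 of 8 splits that part as many pairs for adult AireKO maturation, 1 of 4 for AireEEDdKO against AireKO and 1 of 10 for AireEEDdKO against EEDcKO. For the Aire-induced set, 1 of 21 splits gave a median as far from 0 in neonatal AireKO, mTEClo EEDcKO (0.22 against 0.21 in the next split, and 0.01 with all groups fitted) and adult mTEClo AireKO, 4 of 21 in mTEChi EEDcKO, 1 of 10 in AireEEDdKO against EEDcKO and 1 of 4 in AireEEDdKO against AireKO. For mimetic lists, adjusted over the 9 lists of each contrast, 1 of 21 splits gave as many lists in adult mTEChi AireKO and in mTEChi EEDcKO, 1 of 4 in AireEEDdKO against AireKO and 21 of 21 in mTEClo EEDcKO, where 0 lists passed with only those groups fitted and 3 had an unadjusted p under 0.05. For Hox genes it was 1 of 21, with 0.44 against 0.43 in the next split. The correlation with the adult Aire effect was as large in 1 of 4 splits, with 0.259 against a median of 0.202 and up to 0.230 in the others, and up to 0.248 in those that part fewer pairs. That with adult maturation was as large in 3 of 4 splits, and in 7 of all 10. With 4 splits the adult Aire effect could not give a share under 0.05. The other splits also keep a part of the difference between the real groups, and r does not depend on its size. These splits therefore cannot decide whether either correlation follows EED genotype. In 20 simulations of unchanged groups, r for the adult Aire effect ran from −0.0107 to 0.0281. For adult maturation it ran from −0.0200 to 0.0209. The observed 0.252 and −0.327 lay outside these ranges. Other splits that part as many pairs did too, with at least 0.0485 and 0.0765 in size. The simulations therefore do not single out EED genotype either.

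For AireEEDdKO against AireKO, 1352 genes were called higher and 561 lower in bulk mTEChi. The study counts genes of mature cells in its single-cell data with a smaller minimum change, so the counts are not alike. By its description, its AireKO cells came from adults and its cells lacking both genes from neonates. Both groups here are neonatal. The study also tested single cells, by a Wilcoxon test with Bonferroni adjustment, where libraries were the replicates here. Without a minimum change, 1980 genes were higher and 1420 lower here. The higher genes then lie below the study's count by more than 1.5 times, and the lower genes slightly above it. Because ages, cells and tests differ, neither distance can be tied to a cause.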
